A study of Drosophila melanogaster with 14 samples.

How the data were processed

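RNA was measured in 14 libraries of Drosophila melanogaster, each made from a pool of 50 to 60 fly heads. Per the labels' protocols, nuclei were released from frozen heads, nuclei carrying a green fluorescent tag were captured with antibody-coated beads to give the mushroom body fraction, RNA was purified with a PicoPure kit, and total RNA libraries were made with a Tecan Universal Plus Total RNA-Seq kit. The genotypes in the labels place the tag on unc84 under UAS control and name the driver R14H06-Gal4. The control group carried an RNAi transgene against mCherry, a protein that flies lack, and the other groups carried RNAi transgenes labelled for knockdown (KD) of Set1 or of trr. All 3 kinds of transgene sat at the same landing site, attP2. From the sample titles 5 libraries were assigned to control, 4 to Set1KD and 5 to trrKD.

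The authors deposited one table of whole-number read counts per library, without normalisation. The aligner, the counting tool, the strand setting, the genome build and the annotation behind these counts are not given in the sources used here. Each table listed 23933 entries, of which 17869 carried a gene identifier, 6063 a transposable element and 1 the Unc84 reporter. Symbols, positions and gene classes were taken from Ensembl release 115 (assembly BDGP6.54), which matched 17790 of the gene identifiers and left 79 without a match. Coordinates in the text are those of that annotation. The annotated spans of 1114 protein-coding genes lay inside a gene on the opposite strand and those of 573 inside a gene on the same strand. All of them were at 0 in every library, against 619 of 12233 other protein-coding genes (5.06%). Nested genes were therefore not measured by these counts, and values of partly overlapping and antisense genes are uncertain because the counting rule is not stated. Near-identical copies, such as those of small nuclear, small nucleolar and ribosomal RNA genes, share reads, and their values are uncertain for the same reason.

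Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Gene counts of all 14 libraries entered one model with a term per group and no covariate. Genes were kept by filterByExpr with the groups given (minimum count 10, minimum total 15), which left 9416. Library sizes were scaled by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest) was two-sided. Adjusted p values followed Benjamini and Hochberg over the tested genes, and a gene was called when its adjusted p was under 0.05. Transposable elements and the reporter stayed outside this model and were tested in a second model of all deposited entries. Expression is given as counts per 1000000 counts of the TMM-scaled gene total (CPM), except that CPM of the reporter, roX1, roX2 and msl-2 are relative to the gene total without TMM scaling, and CPM of transposable elements come from the model of all deposited entries. Standard errors (SE) of log2 fold changes are approximate, computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic.

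The design, the alternatives, the rule for naming genes and 12 lists of genes were fixed before the data were examined. The rule named Set1, trr and trx always. For each comparison against control it named the 4 genes with the largest rise and the 4 with the largest fall among those that were called, had a mean of at least 10 counts and showed no overlap between the groups. For Set1KD against trrKD it named 2 each way, and among genes called in both comparisons against control in the same direction it named the 3 each way whose smaller change was largest. The lists covered cytosolic ribosomal proteins, mitochondrial ribosomal proteins, translation factors, markers of mushroom body, photoreceptors, glia, fat body and muscle, immune peptides, heat shock genes, COMPASS subunits other than the targets, and sex markers. Each list was tested in the 3 comparisons with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), two-sided, with Benjamini-Hochberg adjustment over the 36 tests. The lists were also tested with fry, with camera using an estimated correlation, and as means per library with an exact permutation test, two-sided. The smallest p that test could give was 0.00794. Exact tests of library measures were adjusted within their family.

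The alternatives were RLE and upper-quartile scaling, no filter beyond 1 read, a stricter filter of 50 counts on average, DESeq2 1.42.0, limma-voom, only the groups compared, the replicate number as a block, protein-coding genes only, calls with an absolute log2 fold change of at least 1, and leaving out each of the 14 libraries. Chosen after the files were seen were a model of all deposited entries, thinning of every library to the gene total of the shallowest, the log2 CPM of the Unc84 reporter as a covariate, and control libraries split between the comparisons. Every comparison was also repeated over 100 splits of its libraries into groups of the same sizes. The splits of Set1KD against control were repeated on thinned counts. Correlations between the comparisons against control were set beside 20 simulations of unchanged groups that shared simulated controls, drawn gene by gene from the control means. Figures, exact tests and intervals were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

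The tests were tried on simulated counts drawn from the means and depths of the real libraries, with 200 of 9416 genes changed. For Set1KD against control, 47.8% of genes changed 1.5-fold were recovered, 79.6% of those changed 2-fold and 92.4% of those changed 4-fold, and 3.73% of calls were false. For trrKD against control these shares were 65.7%, 89.1% and 95.5%, with 5.3% false calls. For Set1KD against trrKD they were 57.2%, 76.1% and 93.4%, with 4.83% false calls. In simulations of trrKD against control, camera called a lowered list in 10 of 10 runs and an unchanged list in 0 of 10. Genes were drawn independently in these runs. They do not show how often camera calls an unchanged list whose genes vary together between libraries.

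Total counts ranged from 14628365 to 20834162 in control, from 15107650 to 20433534 in trrKD and from 3149368 to 4889628 in Set1KD. Confidence intervals are 95% Wilson intervals, and the floor for a count of 0 was 3 counts. Both cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries of one group came from the same counts: the smallest chi-square per degree of freedom between replicates was 3.63. GC content was not analysed here, because no genome sequence was used. Sequencing batches are not given in the sources used here.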

Results

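RNA from nuclei of the mushroom bodies, the paired brain centres in which fruit flies store olfactory memory, was profiled by total RNA sequencing in 14 libraries. Nuclei were marked by a green fluorescent fusion of the nuclear envelope protein Unc84 and captured from homogenised heads. Control flies expressed RNAi against mCherry (n = 5), and the others carried RNAi transgenes labelled for knockdown of Set1 (Set1KD, n = 4) or of trr (trrKD, n = 5). Set1 and trr (trithorax-related) encode histone methyltransferases of the COMPASS family, to which trx (trithorax) also belongs. The title of the series names trithorax and the translation capacity of memory neurons, so genes of the translation machinery were examined as lists.

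Depth differed between the groups. The total count per library was 17350000 ± 2346000 (SD, n = 5) in control, 16680000 ± 2193000 (SD, n = 5) in the libraries labelled trrKD and 4135000 ± 808500 (SD, n = 4) in Set1KD. Every Set1KD library held fewer counts than every other library. Ribosomal RNA genes took 0.0342% ± 0.00436 (SD, n = 5) of gene counts in control, 0.0255% ± 0.0037 (SD, n = 5) in the libraries labelled trrKD and 1.22% ± 0.172 (SD, n = 4) in Set1KD. The lowest Set1KD share was 0.991% (95% Wilson interval 0.981 to 1.001%), and the highest share in any other library was 0.0416% (0.0406 to 0.0427%). Each of these 3 comparisons gave an exact permutation p of 0.00794 (two-sided), the smallest possible, and 0.0136 after adjustment over 12 tests of library measures. The ribosomal share includes the mitochondrial genes mt:lrRNA and mt:srRNA, and the mitochondrial share leaves them out. The other mitochondrial genes took 0.337% ± 0.102 (SD, n = 5) in control, 0.403% ± 0.0985 (SD, n = 5) in the libraries labelled trrKD and 1.03% ± 0.495 (SD, n = 4) in Set1KD. The difference between Set1KD and control had an exact p of 0.00794 (adjusted 0.0136), and that between the libraries labelled trrKD and control an exact p of 0.349 (adjusted 0.381). The leading principal component of log2 CPM held 25.4% of the variance and separated Set1KD from all other libraries. No label gives a sequencing batch, and because all Set1KD libraries shared the lower depth and the higher ribosomal share, a preparation batch and the Set1KD group cannot be told apart.

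**Figure D1:**
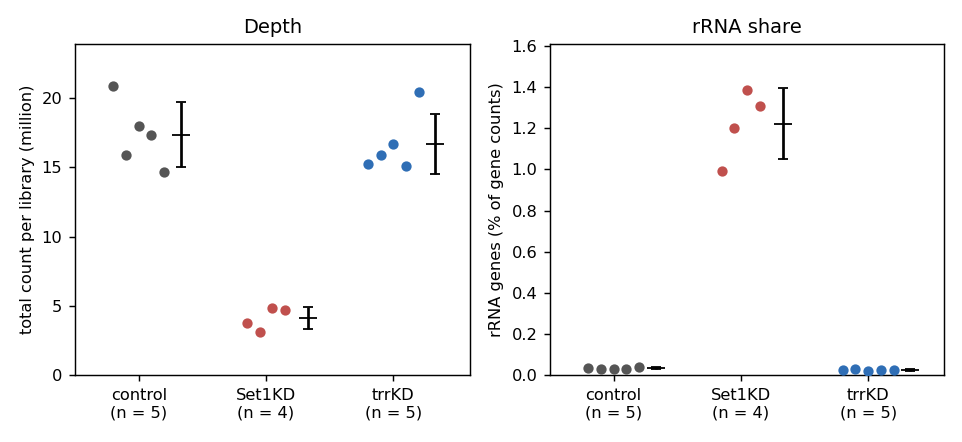
Total count per library (left, axis in units of 1000000) and percent of gene counts on ribosomal RNA genes (right) for control libraries, Set1KD libraries and libraries labelled trrKD, with points for libraries and bars for the mean ± SD. Set1KD libraries held 3149368 to 4889628 counts and at least 0.991% ribosomal RNA, against at least 14628365 counts and at most 0.0416% in every other library.

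The targeted genes were read in every library first. Set1 (FBgn0040022, chromosome 3L, 25107594 to 25115180) had 204 CPM ± 17.0 (SD, n = 5) in control, 154 CPM ± 24.9 (SD, n = 4) in Set1KD and 218 CPM ± 16.1 (SD, n = 5) in the libraries labelled trrKD. Single libraries ranged from 180 to 226 CPM in control, from 128 to 186 CPM in Set1KD and from 192 to 231 CPM in the libraries labelled trrKD. The log2 fold change of Set1 in Set1KD against control was -0.41 (SE 0.0977, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p 0.00839), although the highest Set1KD library lay inside the control range. Across all alternatives this change lay between -0.51 and -0.33. In the libraries labelled trrKD the change of Set1 was 0.09 (SE 0.0892, adjusted p 0.552).

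The gene trr (FBgn0023518, chromosome X, 1881313 to 1889950) had 135 CPM ± 10.6 (SD, n = 5) in control, 137 CPM ± 29.0 (SD, n = 4) in Set1KD and 241 CPM ± 21.9 (SD, n = 5) in the libraries labelled trrKD. Values ran from 118 to 148 CPM in control, from 109 to 163 CPM in Set1KD and from 212 to 271 CPM in the libraries labelled trrKD. The target was thus higher, not lower, in all 5 libraries labelled trrKD, with a log2 fold change of 0.84 (SE 0.106, edgeR adjusted p 0.000434). The alternative that moved it most was the reporter level as a covariate, chosen after the files were seen, with 0.57. In Set1KD the change of trr was 0.02 (SE 0.115, adjusted p 0.922). Because RNA of the target goes against the label, the group is called the libraries labelled trrKD. Only RNA of nuclei was measured, so trr RNA outside the nucleus and trr protein are unknown, and a knockdown is not excluded. The same limit holds for the size of the change of Set1 in Set1KD. The count of trx (FBgn0003862, chromosome 3R, 14263358 to 14286903) was 631 CPM ± 27.5 (SD, n = 5) in control. Its log2 fold change was 0.10 in Set1KD (adjusted p 0.206) and -0.0042 in the libraries labelled trrKD (adjusted p 0.972, with a positive sign under upper-quartile scaling), and neither difference passed the threshold.

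**Figure D2:**
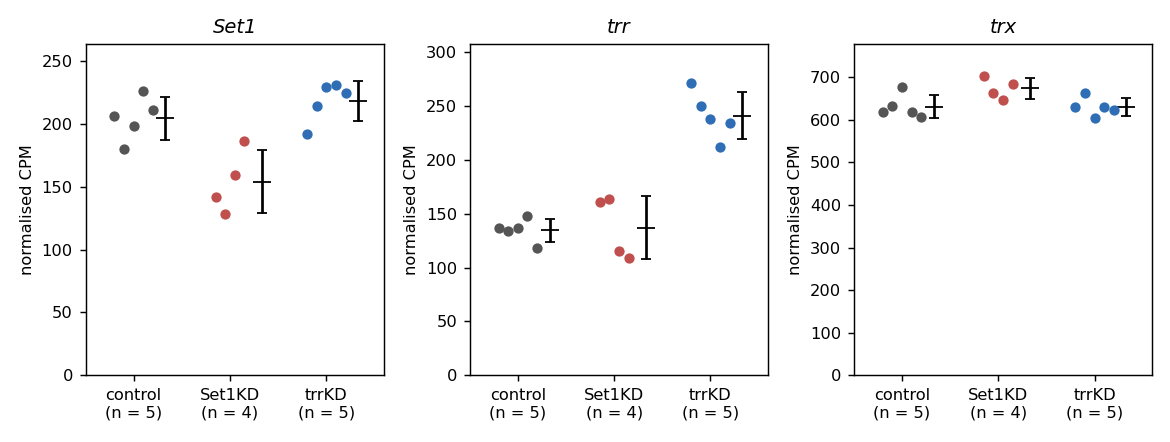
Normalised CPM of Set1 (left), trr (middle) and trx (right) in control libraries, Set1KD libraries and libraries labelled trrKD, with points for libraries and bars for the mean ± SD. Set1 was lower in Set1KD at 154 CPM against 204 CPM in control, and trr was higher in the libraries labelled trrKD at 241 CPM against 135 CPM.

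Set1KD was compared with control to ask which genes changed when Set1 was lowered. Of 9416 tested genes, edgeR called 1826 (19.4%), 969 higher and 857 lower, and 3064 had an unadjusted p under 0.05. The absolute log2 fold change reached 1 in 247 of the calls, 155 higher and 92 lower, and its median over all calls was 0.46. The groups did not overlap for 1486 tested genes, against the 149 that chance gives (1.59%), and 1276 of those were called. Of the alternatives that kept every size of change, the model of only the groups compared gave the lowest count, 1231.

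The largest rise followed by the naming rule was in CG42753 (FBgn0261807, chromosome 2R, 19635279 to 19635941, protein-coding), with 0.0342 CPM ± 0.0499 (SD, n = 5) in control and 10.2 CPM ± 4.35 (SD, n = 4) in Set1KD. Its log2 fold change was 7.87 (SE 0.595, edgeR adjusted p 2.51e-07), resting on 3 counts in all control libraries together. The other rises were in ribosomal RNA genes, whose copies share reads. The mitochondrial gene mt:lrRNA (12735 to 14058 of the mitochondrial genome) rose from 39.6 CPM ± 7.81 (SD, n = 5) to 4851 CPM ± 1897 (SD, n = 4), a log2 fold change of 6.93 (SE 0.267, adjusted p 2.12e-11). For mt:srRNA (14131 to 14916) the change was 6.71 (SE 0.484, adjusted p 1.34e-07). For the pseudogene 28SrRNA-Psi:CR45851 it was 5.55 (SE 0.212, adjusted p 2.12e-11).

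Among the falls, snRNA:U1:82Eb (chromosome 3R, 4947933 to 4948096) had 1.29 CPM ± 1.05 (SD, n = 5) in control and 0 counts in all Set1KD libraries. Against a floor of 3 counts over the group (0.194 CPM) it was at least 6.63-fold lower (adjusted p 0.028). Among the alternatives that lost this call were limma-voom and leaving out Set1KD replicate 3. The non-coding gene lncRNA:CR43753 (chromosome 2L, 2271319 to 2279714) fell by 5.02 on the log2 scale (SE 1.09, adjusted p 0.00435), on 1 count in Set1KD, and nxf2 (chromosome 3L, 16576859 to 16580306) fell by 3.84 (SE 1.05, adjusted p 0.0176), also on 1 count. Both calls were lost with limma-voom, and that of nxf2 also without Set1KD replicate 3. The small nucleolar gene snoRNA:Psi28S-3342 (chromosome X, 5524302 to 5524465) fell by 3.19 (SE 0.708, adjusted p 0.00513), a call that limma-voom also lost. Its control mean of 80.5 CPM ± 83.7 (SD, n = 5) included 227 CPM in control replicate 2. This small nucleolar gene was also called lower in the libraries labelled trrKD (-2.51, SE 0.54, edgeR adjusted p 0.0102).

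The libraries labelled trrKD were compared with control to ask the same of trr, with the limit that trr RNA was higher in them. The edgeR test called 987 genes (10.5%), 421 higher and 566 lower, and 2484 had an unadjusted p under 0.05. The absolute log2 fold change reached 1 in 78 of the calls, 18 higher and 60 lower. The groups did not overlap for 1078 tested genes, against the 74.7 that chance gives (0.794%), and 672 of those were called. With the Unc84 reporter as a covariate the count was 273, and without trrKD replicate 4 it was 424. With upper-quartile scaling 52.1% of calls were higher, against 42.7% with TMM.

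The largest rise was in Dnaaf3 (FBgn0034352, chromosome 2R, 18452737 to 18454462, protein-coding). It had 0.561 CPM ± 0.378 (SD, n = 5) in control, 0.897 CPM ± 0.58 (SD, n = 4) in Set1KD and 28.1 CPM ± 2.04 (SD, n = 5) in the libraries labelled trrKD, a log2 fold change of 5.70 against control (SE 0.325, adjusted p 4.17e-08). The homeobox gene ftz (FBgn0001077, chromosome 3R, 6864324 to 6866244) rose from 1.97 CPM ± 0.714 (SD, n = 5) to 20.2 CPM ± 7.86 (SD, n = 5), a log2 fold change of 3.34 (SE 0.277, adjusted p 6.48e-06). In Set1KD ftz was also called higher, at 4.69 CPM ± 1.4 (SD, n = 4), with a log2 fold change of 1.27 (SE 0.371, edgeR adjusted p 0.0247). The rises of CG34025 (1.80, SE 0.416, adjusted p 0.0141) and Phk-3 (1.66, SE 0.277, adjusted p 0.00256) were smaller. Falls were named in the small nucleolar gene FBgn0263472 (chromosome 2R, 13557700 to 13557850; -2.28, adjusted p 0.0124), Strica (-2.24, adjusted p 0.0026), lncRNA:CR46444 (-2.16, adjusted p 0.0304) and snoRNA:U3:9B (-2.03, adjusted p 0.0126). With the reporter as a covariate Phk-3 and all 4 falls lost their calls. The call of lncRNA:CR46444 was also lost with no filter and without control replicate 5 or trrKD replicates 3, 4 or 5. Apart from lncRNA:CR46444, these falls were also called in Set1KD. The edgeR values there were -2.98 for FBgn0263472 (adjusted p 0.0104), -1.98 for Strica (0.011) and -2.23 for snoRNA:U3:9B (0.0181). Both small nucleolar genes were highest in control replicate 2, at 27.2 CPM for FBgn0263472 and 35.5 CPM for snoRNA:U3:9B.

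Set1KD and the libraries labelled trrKD were also compared directly, which tests the difference between them. The edgeR test called 867 genes (9.21%), 435 higher and 432 lower in Set1KD, and 2408 had an unadjusted p under 0.05. The absolute log2 fold change reached 1 in 187 of the calls, 125 higher and 62 lower. The groups did not overlap for 1148 tested genes, against the 149 that chance gives (1.59%). By the naming rule CG42753 (8.89, SE 0.659, adjusted p 1.5e-07) and mt:srRNA (7.36, SE 0.503, adjusted p 5.05e-08) were higher in Set1KD. The gene lncRNA:CR43753 fell by 5.37 (SE 1.05, adjusted p 0.0048), a call lost with limma-voom. The copy snRNA:U2:34ABa (chromosome 2L, 13211925 to 13212116) had 0 counts in all Set1KD libraries and 1.66 CPM ± 1.15 (SD, n = 5) in the libraries labelled trrKD, at least 8.54-fold lower against the same floor (adjusted p 0.0333). Among the alternatives that removed that call were limma-voom, the reporter as a covariate, and leaving out Set1KD replicate 1, 3 or 4 or trrKD replicate 1.

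Both comparisons against control called 533 genes in common, against 191 for independent lists. Of these, 516 changed in the same direction (281 higher, 235 lower) and 17 in opposite directions. Across tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.43 and a Spearman rho of 0.48. In 20 simulations of unchanged groups, all 14 libraries, controls included, were drawn anew gene by gene from the pooled control means. Sharing simulated controls alone gave a median r of 0.398 (highest 0.428) and a median rho of 0.375 (highest 0.393). The observed r lay little above and the observed rho further above the simulated values. Because genes were drawn independently, variation that genes of the real control libraries have in common is left out of those values. With the control libraries divided between the comparisons, over 20 assignments, the median r was -0.235 and the median rho 0.232 when the filter on low counts was run again, and 0.132 and 0.290 on the genes of the full model. The latter version was added after the former had been seen, and the sign of r depended on it. Shared calls in the same direction numbered 14 to 307 and 13 to 316 over those assignments, against at most 20 and 21 in opposite directions.

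**Figure D3:**
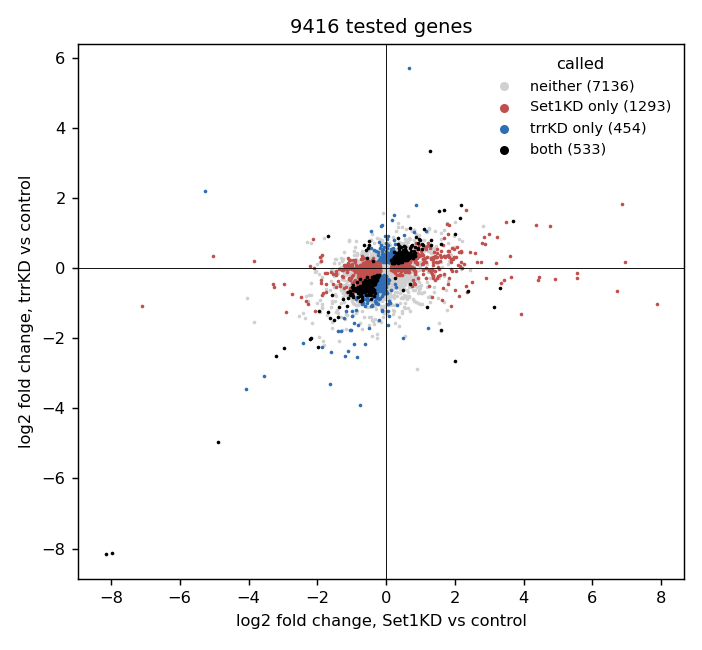
Log2 fold change against control in Set1KD (horizontal axis) and in the libraries labelled trrKD (vertical axis), 1 point per tested gene, coloured by whether the gene was called in neither, 1 or both comparisons. The 533 genes called in both lie mostly in the quadrants of equal sign, and both axes use the same control libraries.

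By the naming rule the strongest shared rises were in CG34025, Phk-3 and lncRNA:CR45567 (chromosome 3R, 29022478 to 29024217). Phk-3 rose by a log2 fold change of 1.69 in Set1KD (SE 0.298, adjusted p 0.000993), CG34025 by 2.18 (SE 0.471, adjusted p 0.0042) and lncRNA:CR45567 by 1.55 (SE 0.48, adjusted p 0.0327). The change of lncRNA:CR45567 in the libraries labelled trrKD was 1.64 (SE 0.382, adjusted p 0.0146), and that call was lost with the reporter as a covariate and without trrKD replicate 4. Its call in Set1KD was lost, among other alternatives, with limma-voom, in the model of only the groups compared, and without control replicate 1, 3 or 4 or Set1KD replicate 2 or 3. The strongest shared falls were in the yolk protein genes Yp1, Yp2 and Yp3, and rested on control replicate 2. That library held 1062 CPM of Yp1, 1208 CPM of Yp2 and 1429 CPM of Yp3. Without it, the log2 fold changes of Yp1 and Yp2 were called in neither comparison, nor was that of Yp3 in Set1KD. All 6 calls were lost with limma-voom. Leaving out any 1 Set1KD library removed those of all 3 genes in Set1KD, and leaving out trrKD replicate 3 or 4 removed those in the libraries labelled trrKD. Without some libraries labelled trrKD the calls of Yp1 and Yp2 in Set1KD were lost as well.

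Of the translation lists, cytosolic ribosomal proteins (79 of 87 genes tested) were lower in both comparisons. Of the 79, 78 were lower in the libraries labelled trrKD, with a median log2 fold change of -0.33 (camera adjusted p 1.4e-17). There 14 genes were called lower over all genes tested, and 66 when adjusted over the list alone. In Set1KD 67 of 79 were lower, with a median of -0.20 (camera adjusted p 0.0165), 8 called lower over all genes tested and 0 adjusted over the list alone. The mean log2 CPM of the list was 7.72 ± 0.213 (SD, n = 5) in control, 7.54 ± 0.11 (SD, n = 4) in Set1KD and 7.39 ± 0.232 (SD, n = 5) in the libraries labelled trrKD. The exact permutation test gave p 0.167 for Set1KD (adjusted 0.462 over 36 tests) and p 0.0397 for the libraries labelled trrKD (adjusted 0.159). In these 36 tests lists that separated the groups fully reached only 0.0715 after adjustment, so a failure to pass after adjustment alone says little. For this list, however, the unadjusted exact p values were also above the smallest possible 0.00794. Its library means overlapped, at 7.39 to 7.95 in control, 7.42 to 7.68 in Set1KD and 7.05 to 7.65 in the libraries labelled trrKD. The direct comparison gave a median of 0.14 in Set1KD relative to the libraries labelled trrKD (camera adjusted p 0.000135, exact p 0.294).

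Mitochondrial ribosomal proteins (71 of 73 tested) had medians of 0.04 in Set1KD and 0.03 in the libraries labelled trrKD (camera adjusted p 0.314 and 0.392), and the list was called in neither. In Set1KD 4 of its genes were called higher and 1 lower (1 higher adjusted over the list alone), and in the libraries labelled trrKD 0. Translation factors (43 of 54 tested) had medians of -0.13 and -0.04 (camera adjusted p 0.637 in both). In Set1KD 5 translation factors were called higher and 7 lower, both over all genes and adjusted over the list alone, and in the libraries labelled trrKD 1 was called each way. In Set1KD the 7 called lower included eIF3a, eIF3b, eIF3c, eIF3h and eIF3i, named after their values were seen.

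Mushroom body markers (17 of 17 tested) were higher in all 17 genes in both comparisons, with medians of 0.45 in Set1KD (camera adjusted p 1.54e-10) and 0.38 in the libraries labelled trrKD (camera adjusted p 5.59e-12). In each, 14 were called over all genes tested and 15 adjusted over the list alone. The exact permutation p was 0.00794 in both (adjusted 0.0715). In the libraries labelled trrKD, markers of photoreceptors (14 tested, median -0.42, camera adjusted p 1.34e-06, 8 called lower, 12 adjusted over the list alone), glia (9 tested, median -0.29, camera adjusted p 0.00481, 2 called lower, 5 adjusted over the list alone) and fat body (9 tested, median -0.50, camera adjusted p 0.00152, 6 called lower, 7 adjusted over the list alone) were lower. Other COMPASS subunits (13 tested) had a median of 0.13 (camera adjusted p 0.034, 2 called higher, 2 adjusted over the list alone). In Set1KD these 4 lists had medians of -0.27, -0.28, -0.31 and 0.10 and no list was called, while 1, 3 and 5 of their genes were called lower and 2 higher (1, 4, 5 and 2 adjusted over the list alone). Their differences between Set1KD and the libraries labelled trrKD were not called either. The lists of muscle markers, immune peptides, heat shock genes and sex markers were called in no comparison. Of their genes, 1 sex marker was called higher and 3 lower in Set1KD and 3 lower in the libraries labelled trrKD, 1 heat shock gene higher in Set1KD and 1 each way in the libraries labelled trrKD, and 1 muscle marker lower in Set1KD. The 3 sex markers called lower were Yp1, Yp2 and Yp3 in both comparisons, and these are also among the fat body markers called lower. All 3 were far higher in control replicate 2 than in any other library. The direct comparison called 1 sex marker higher and 1 heat shock gene each way. For immune peptides and heat shock genes in Set1KD the median was below 0 and the mean above it. Of the camera calls, fry kept mushroom body markers in both comparisons (adjusted p 0.00208 and 0.00526) and fat body markers in the libraries labelled trrKD (0.0216). None was kept with an estimated correlation, and cytosolic ribosomal proteins gave 0.517 with fry in Set1KD, 0.085 in the libraries labelled trrKD and 0.52 in the direct comparison.

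**Figure D4:**
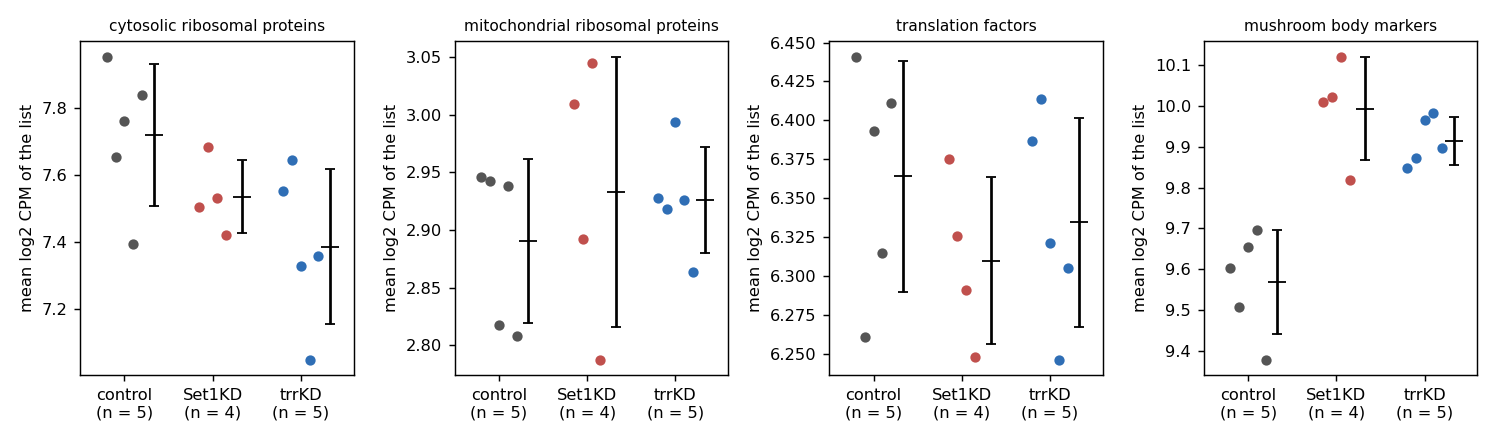
Mean log2 CPM per library of cytosolic ribosomal proteins, mitochondrial ribosomal proteins, translation factors and mushroom body markers in control libraries, Set1KD libraries and libraries labelled trrKD, with points for libraries, bars for the mean ± SD and vertical axes that do not start at 0. Mushroom body markers rose from 9.57 in control to 9.99 in Set1KD and 9.91 in the libraries labelled trrKD, while cytosolic ribosomal proteins overlapped between groups.

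The captured reporter was read as a proxy for the yield of tagged nuclei, an assumption that was not tested. Unc84 had 11280 CPM ± 1590 (SD, n = 5) in control, 11260 CPM ± 2410 (SD, n = 4) in Set1KD and 14820 CPM ± 1510 (SD, n = 5) in the libraries labelled trrKD. The exact permutation p against control was 0.984 in Set1KD (adjusted 0.984) and 0.0159 in the libraries labelled trrKD (adjusted 0.0212). In Set1KD the mushroom body markers were higher while the reporter was not, so the reporter did not follow these markers there.

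Log2 fold changes depended weakly on gene span, with a Spearman rho across genes of 0.111 in Set1KD, 0.0678 in the libraries labelled trrKD and 0.0673 between them. On exonic length rho was 0.0827, 0.134 and -0.0287. Calls on chromosome X against autosomes gave an odds ratio of 1.14 in Set1KD (Fisher's exact p 0.0681, adjusted 0.102 over 3 comparisons), 0.759 in the libraries labelled trrKD (p 0.00499, adjusted 0.015) and 1.09 between them (p 0.376). Among chromosome arms, singled out after the values were seen, chromosome 4 had the largest share of called genes in all 3 comparisons. In Set1KD 51 of its 89 tested genes were called, all higher, with a median log2 fold change of 0.34. Calls in the libraries labelled trrKD numbered 24, all higher, with a median of 0.14. That number fell to 14 without control replicate 2, 11 without control replicate 5, 11 without trrKD replicate 3, 10 without trrKD replicate 4 and 12 with the reporter as a covariate. Some alternatives also called genes lower, up to 2 in Set1KD and up to 4 in the libraries labelled trrKD, the latter without Set1KD replicate 4. The mean log2 CPM of these 89 genes was 6.59 ± 0.0381 (SD, n = 5) in control, 6.93 ± 0.162 (SD, n = 4) in Set1KD and 6.70 ± 0.0528 (SD, n = 5) in the libraries labelled trrKD. The exact permutation p was 0.00794 in both comparisons against control (adjusted 0.0119 over 3). In the direct comparison it was 0.0159, and 20 genes were called, all higher in Set1KD, with a median of 0.22. Without Set1KD replicate 3 the number was 9. Without Set1KD replicate 4 the median was 0.14, with 12 called higher and 1 lower, and with the reporter as a covariate it was 0.14, with 7 called higher and 1 lower.

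**Figure D5:**
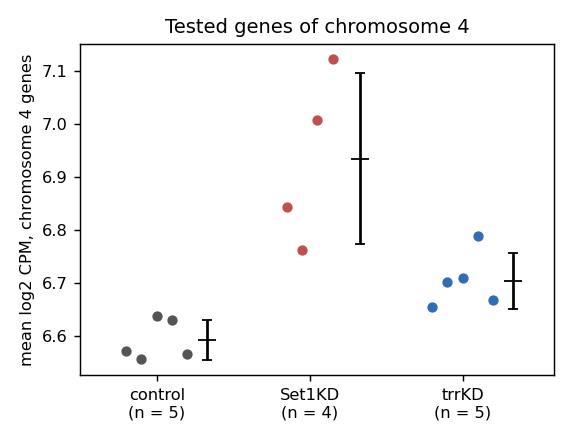
Mean log2 CPM of the 89 tested genes of chromosome 4 per library in control, Set1KD and the libraries labelled trrKD, with points for libraries, bars for the mean ± SD and a vertical axis that does not start at 0. All Set1KD libraries and all libraries labelled trrKD, from 6.65 upward, lay above the control libraries, which reached 6.64.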

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

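The tests of fat body nuclei and of fly background for the transposable elements, the model of all deposited entries and the reporter covariate were chosen only after the result was seen.

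Of 121 groups of library values examined, 16 held a library far from the others (13.2%), where chance gives about 1 in 20. Control replicate 2 held 7 of the 16, more than any other library.

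In control replicate 2 the yolk protein genes stood far above all other libraries, at 1062 CPM for Yp1, 1208 CPM for Yp2 and 1429 CPM for Yp3. The list means that contain these genes stood out with them, at 9.38 log2 CPM for fat body markers and 9.15 for sex markers. Heads of females in that pool and more fat body nuclei were weighed as sources. RNA of roX1, made in males, was 3583 CPM in that library, below the 3911 to 4648 CPM of the other controls, though 3388 CPM in Set1KD replicate 1 was lower. RNA of msl-2 was 47.8 CPM, also below the other controls (51.9 to 54.1 CPM), though Set1KD replicates 3 and 4, without such yolk protein RNA, were lower (41.7 and 31.9 CPM). RNA of roX2, at 260.5 CPM, lay inside the 259.3 to 287.4 CPM of the other controls. The 6 other tested fat body markers averaged 8.95 log2 CPM, inside the 8.78 to 9.16 of the other control libraries, with apolpp at 5763 CPM. These measures have a high baseline that would hide a small share of such heads or nuclei, so both sources stay open. Genes above 10 CPM and at least 8-fold above every other library were found in this library alone, and numbered 7: CG18628, CG7910, FASN2, Obp99a, Yp1, Yp2 and Yp3, the first 4 named after their values were seen. Among the controls this library was also lowest in the mean of other COMPASS subunits, at 5.48 log2 CPM against 5.58 to 5.62 in the other controls, and highest in snoRNA:Psi28S-3342, at 227 CPM. No technical explanation of those values was tested, and apart from the sources weighed above no biological explanation was tested for any value of this library.

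For 3 genes the library that stood out was the only one of its group with a read. These were CG42753 in trrKD replicate 2 (0.0625 CPM), lncRNA:CR43753 in Set1KD replicate 4 (0.236 CPM) and nxf2 in Set1KD replicate 2 (0.33 CPM), each from 1 count. A single count beside libraries at 0 carries no information beyond counting error, and no biological explanation was tested.

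The other values that stood out were high. The ribosomal share was 0.0416% in control replicate 5, against 0.0308 to 0.0338% in the other controls, and under the lowest Set1KD share of 0.991%. The mitochondrial share was 0.574% in trrKD replicate 2. Immune peptides averaged 4.02 log2 CPM in control replicate 1, against 2.06 to 2.18 in the other controls, while trrKD replicate 2 reached 4.29. Phk-3 was 138 CPM in trrKD replicate 1, lncRNA:CR46444 was 3.21 CPM in control replicate 5 and lncRNA:CR45567 was 3.63 CPM in Set1KD replicate 2, the last from 11 counts. Omission of control replicate 5 removed the call of lncRNA:CR46444 in the libraries labelled trrKD, and omission of Set1KD replicate 2 removed that of lncRNA:CR45567 in Set1KD. No technical or biological explanation was tested for these values.

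Transposable elements lay outside the comparisons of genes. In the model of all deposited entries, edgeR called 94 of 485 tested elements in Set1KD against control (88 higher, 6 lower) and 27 in the libraries labelled trrKD (15 higher, 12 lower). Of 20 entries called in both, 10 changed in the same direction and 10 in opposite directions, higher in Set1KD. All 10 of the latter were copies of telomeric elements on chromosomes X and 4, 9 of HeT-A and 1 of TART, which share reads and are not independent. Examples were singled out after their values were seen. The HeT-A entry of chromosome X at 114047 to 116407 had 64.1 CPM ± 5.31 (SD, n = 5) in control, 251 CPM ± 28.9 (SD, n = 4) in Set1KD and 0.525 CPM ± 0.583 (SD, n = 5) in the libraries labelled trrKD. On chromosome 4 the entry at 1295016 to 1296989 had 64.8 CPM ± 3.51 (SD, n = 5), 257 CPM ± 60.5 (SD, n = 4) and 30 CPM ± 4.33 (SD, n = 5). A different genetic background of the fly lines, with other insertions, is a candidate explanation. It allows the 10 changes in opposite directions, for example through other telomeric copies, and equally the 10 in the same direction. Because line and group coincide, it cannot be told apart from an effect of the RNAi transgene. Copies of one element share reads, and the counting rule for them is not given in the sources used here, which leaves the split between entries uncertain.

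The Unc84 reporter was higher in the libraries labelled trrKD, with a log2 fold change of 0.41 (SE 0.114, edgeR adjusted p 0.0293), and differed less in Set1KD (0.10, SE 0.121, adjusted p 0.619). A larger share of mushroom body nuclei in the captured fraction is a candidate explanation for part of the calls in the libraries labelled trrKD, where mushroom body markers were higher and markers of photoreceptors, glia and fat body lower. If so, fold changes between groups should follow each gene's slope on the reporter within groups. The Spearman rho of the 2 was 0.253, inside the range of permuted reporter values (95th percentile 0.319, one-sided permutation p 0.108), and in Set1KD it was 0.0473 (95th percentile 0.166, p 0.358). With 14 libraries this test leaves the share of nuclei open for both comparisons, where it cannot be told apart from an effect of the RNAi transgene. With the reporter as a covariate, 197 of the 987 genes called in the libraries labelled trrKD (20%) were still called. A covariate that differs between groups also removes true differences, so this loss does not separate the 2 readings. The reporter's own expression under R14H06-Gal4 may also differ without any change in nuclei, which was not tested.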

How the results depend on the processing

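The model of all deposited entries, thinning, the reporter covariate and the divided control libraries were chosen only after the files were seen, and the version of divided controls on the genes of the full model only after the result of the other version was seen.

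Of 2140 results under alternatives, 1963 stayed on their side of the threshold or within the limit set for their change, 117 lost a call, 35 gained one, 24 moved in size and 1 reversed. Of the 1963, 1910 kept their direction and 53, none of them called, had the other sign. The changes of Set1 in Set1KD (-0.51 to -0.33) and of trr in the libraries labelled trrKD (0.57 to 0.91) stayed called throughout. Among the genes named by rule, 729 results were the same and 82 lost a call.

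Restricting calls to an absolute log2 fold change of 1 left 247 genes in Set1KD, 78 in the libraries labelled trrKD and 187 between them, by construction. DESeq2 called 1539 genes in the libraries labelled trrKD (681 higher, 858 lower), with 977 of the 987 of edgeR among them. Limma-voom called 558 in the direct comparison. Thinning called 460 there, the alternative having fewer counts. With the reporter as a covariate, calls numbered 273 in the libraries labelled trrKD, 520 in the direct comparison and 176 in both in the same direction. In Set1KD they rose instead, from 1826 in the main model to 2286. The cause was not tested for DESeq2, limma-voom and the covariate. The share of higher calls in Set1KD was 53.1% with edgeR, 49.5% without a filter, 48.8% with the covariate, 62.6% in the model of only the groups compared and 63.6% with limma-voom. For the libraries labelled trrKD it was 42.7%, 36.3% without control replicate 4, 52.1% with upper-quartile scaling and 53.1% with the covariate. In the direct comparison it ran from 40.4% without a filter to 58% with DESeq2, over the alternatives that kept every size of change. Of the 187 calls there with an absolute log2 fold change of at least 1, 125 were higher.

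Calls on chromosome X were judged on the unadjusted Fisher's exact p in the alternatives. In the main model that p was 0.0681 in Set1KD, and 0.102 after adjustment. Unadjusted, the odds ratio in Set1KD passed 0.05 with RLE scaling (1.17), without a filter (1.20), with DESeq2 (1.18) and with limma-voom (1.17). In the libraries labelled trrKD it did not pass without a filter (0.826), with the covariate (0.911) or with only the groups compared (0.943). The dependence on gene span was 0.177 in Set1KD and 0.155 in the direct comparison under the stricter filter. The correlation of log2 fold changes reversed to -0.235 with divided controls, where the rank correlation was 0.232, and on the genes of the full model they were 0.132 and 0.290. The change of sign between those versions shows the effect of the filter, and the other causes were not tested.

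The gene lists that lost a call had these medians. With fry, cytosolic ribosomal proteins were at -0.197 in Set1KD, -0.331 in the libraries labelled trrKD and 0.141 between them, photoreceptor markers at -0.422, glia at -0.288 and COMPASS subunits at 0.129 in the libraries labelled trrKD. An estimated correlation removed those calls and also mushroom body markers (0.446 and 0.380) and fat body markers (-0.503). These tests leave the medians unchanged by construction. With the covariate, cytosolic ribosomal proteins in Set1KD (-0.197) and photoreceptor (-0.228), glia (-0.239), fat body (-0.296) and COMPASS lists (0.0643) in the libraries labelled trrKD lost their calls, and mushroom body markers gained one in the direct comparison (0.203). COMPASS subunits also lost theirs under the stricter filter (0.121). Glia markers in Set1KD gained a call without a filter (-0.294) and with only the groups compared (-0.257). Photoreceptor markers gained one in the direct comparison without a filter (0.170), among protein-coding genes (0.204) and with only the groups compared (0.194). The cause was not tested.

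Leaving out 1 library moved the calls in Set1KD between 1244 and 2077. For the libraries labelled trrKD they ran from 424 to 1421, with 553 without control replicate 5, and 457, 424 and 617 without trrKD replicates 3, 4 and 5. In the direct comparison they ran from 575 (without trrKD replicate 5) to 1001. Genes called in both in the same direction ran from 259 to 784, with 328 without control replicate 2, 290 without control replicate 5, 784 without Set1KD replicate 4, and 278 and 259 without trrKD replicates 3 and 4. The odds ratio on chromosome X was again judged on the unadjusted p in these alternatives. It ran from 1.02 to 1.18 in Set1KD, passing 0.05 without control replicate 1 (1.18), Set1KD replicates 1, 2 or 3 (1.17, 1.17, 1.18) or trrKD replicate 1 (1.17). It ran from 0.665 to 0.915 in the libraries labelled trrKD, losing the call without control replicate 5 (0.807), Set1KD replicates 2 or 4 (0.822, 0.915) or trrKD replicates 1 or 5 (0.832, 0.785). In the direct comparison it ran from 0.898 to 1.34, passing without Set1KD replicates 2 or 3 (1.21, 1.34).

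Among the lists, cytosolic ribosomal proteins ran from -0.280 to -0.128 in Set1KD, not called without control replicates 1 or 5 (-0.128, -0.168) or Set1KD replicates 1 or 4 (-0.193, -0.153), and from 0.0555 to 0.217 in the direct comparison, not called without trrKD replicate 4 (0.0555). COMPASS subunits ran from 0.0729 to 0.148 in the libraries labelled trrKD, not called without control replicate 2 (0.0729). Calls were gained by photoreceptor markers in Set1KD (-0.339 to -0.179; -0.338 without control replicate 2, -0.339 without Set1KD replicate 4) and in the direct comparison (0.0711 to 0.257; 0.198 and 0.196 without control replicates 2 and 5, 0.233 without Set1KD replicate 3, 0.214 and 0.256 without trrKD replicates 4 and 5). Glia markers in Set1KD (-0.359 to -0.231) gained one without control replicates 2 or 4 (-0.263, -0.315), Set1KD replicate 4 (-0.359) or trrKD replicate 4 (-0.279). Muscle markers in the libraries labelled trrKD (-0.565 to -0.147) gained one without control replicates 1 or 3 (-0.562, -0.565), immune peptides there (-0.0467 to 1.59) without control replicate 1 (1.59), and mushroom body markers in the direct comparison (0.0522 to 0.164) without Set1KD replicate 4 (0.164) or trrKD replicate 4 (0.0935). The causes were not tested.

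Replicate numbers recur in the labels of all groups. Libraries that share a number deviated together no more than others, with correlations of -0.23 to 0.222 over 13 pairs (median -0.00708) against -0.207 to 0.357 for other pairs, so the numbers do not pair the samples. With the number as a block, calls on chromosome X in Set1KD gave an odds ratio of 1.17 (unadjusted Fisher's exact p 0.0332). Photoreceptor markers in the direct comparison had a median of 0.259, past the threshold. Of the other results 77 were the same, and 6 calls of named genes were lost: snRNA:U1:82Eb, lncRNA:CR45567 and Yp3 in Set1KD, Yp2 and Yp3 in the libraries labelled trrKD, and snRNA:U2:34ABa in the direct comparison.

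Set1KD had the fewest counts, 3149368 to 4889628 per library, and 4 libraries against 5, and these were not separated. Of simulated 1.5-fold changes 47.8% were recovered in Set1KD against control, 57.2% in the direct comparison and 65.7% in the libraries labelled trrKD. After thinning, 673 genes were called in the libraries labelled trrKD, and 596 of them were among the 987 called at full depth.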

Other observations

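Both label swaps for trr, the tests of ribosomal RNA, the test of shared calls with divided controls, all thinning and reporter covariates, and all tests on chromosome 4 were chosen only after the result was seen.

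RNA of trr was higher in all 5 libraries labelled trrKD. A swap of labels with Set1KD would put low Set1 RNA in those libraries, and is argued against by a log2 fold change of Set1 of 0.0943 (SE 0.0892) in them. A swap of the labels control and trrKD would give the pattern itself and cannot be told apart from it. Set1KD libraries would then be lower in trr than true controls, at -0.82 against the libraries labelled trrKD, which an effect of lowered Set1 on trr might bring about. A difference in depth is argued against by 0.91 after thinning to one depth. With the reporter as a covariate the change of trr was 0.57 (SE 0.0885, edgeR adjusted p 0.00409), against 0.84 without it. A share of mushroom body nuclei that the reporter measures is thus argued against as the whole cause, though it may account for part. In Set1KD mushroom body markers were higher without a higher reporter, so the reporter may miss part of that share. A different share of these nuclei therefore stays open. Left open are reads from the RNAi transgene itself, a change in processing or turnover of nuclear trr RNA, feedback on transcription, and a wrong transgene. Gene counts hold no read positions, so none of these was tested.

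Chance placement of libraries was tested with 100 of the 126 splits of each comparison. In Set1KD against control only the real split, 1 of 100, reached 1826 calls, and the highest other gave 819. For the libraries labelled trrKD 1 of 100 reached 987, with a highest other of 141. In the direct comparison 1 of 100 reached 867, with a highest other of 48. Chance can thus be excluded for the 3 counts.

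Set1KD was confounded with a lower depth and a higher ribosomal RNA share. Depth alone is argued against as the source of its calls, since 1264 genes were called after thinning, against 694 in the highest of 99 other splits of the thinned counts, and 1192 of them were among the 1826. A larger share of ribosomal and mitochondrial RNA is argued against by 1699 calls among protein-coding genes with library sizes recomputed. The ribosomal share itself stayed at 0.99% in the lowest Set1KD library after thinning, a value that thinning keeps by construction and that decides nothing about depth. That lowest share, 0.991% before thinning, lay above every other library, so no library links the groups. A separate preparation or sequencing batch, with weaker removal of ribosomal RNA, may explain it and cannot be told apart from an effect of lowered Set1. Part of the 1826 calls could share that source, which protein-coding genes do not exclude.

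Calls of neighbouring genes were set beside calls placed at random over tested genes. Pairs of neighbours that were both called numbered 144 in the libraries labelled trrKD, against a 95th percentile of 118 (permutation p 0.000999, the smallest possible), and in Set1KD 375, against 369.05 (permutation p 0.024). Without chromosome 4, a choice made after the result was seen, they numbered 138 against 112 in the libraries labelled trrKD (permutation p 0.000999) and 350 against 351.05 in Set1KD (permutation p 0.0649). The number in Set1KD thus no longer passed the 95th percentile, though it stayed above the random median of 327, as 375 was above 345 with the chromosome. Linked variants of the fly stocks would give clusters, and so would neighbours that are regulated together, so the test is not specific. Stock and group coincide here.

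Genes called in both comparisons against control may arise from the controls that both comparisons share. With the controls divided between the comparisons, calls shared in the same direction exceeded those of independent lists and those shared in opposite directions in 20 of 20 assignments. The lowest number was 14 with the filter run again (2 for independent lists, 4 in opposite directions) and 13 on the genes of the full model (2.24 and 5), which argues against shared controls as the whole source of the 516 genes. For the correlation of log2 fold changes the question stays open. The median r with divided controls was -0.235 when the filter on low counts was run again and 0.13 on the genes of the full model, while rho stayed above 0 in every assignment (0.183 to 0.284 and 0.245 to 0.370). Simulated unchanged groups gave rho of -0.018 to 0.0147 with divided controls, and a median of 0.375 when the controls were shared.

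Chromosome 4, a short and mostly heterochromatic chromosome, had higher RNA in both comparisons. In Set1KD 82 of 89 tested genes were higher and in the libraries labelled trrKD 66 of 89, with medians of 0.34 and 0.14 against -0.05 and -0.01 on the other arms. Over 26 settings the median stayed between 0.32 and 0.40 in Set1KD and between 0.11 and 0.19 in the libraries labelled trrKD, and in the direct comparison between 0.14 and 0.25. In 10000 random lists matched on expression the highest median was 0.15 in Set1KD and 0.10 in the libraries labelled trrKD. In lists matched on gene span it was 0.13 and 0.10. Chance and gene span are thereby argued against. A difference in depth is argued against by 0.32 in Set1KD after thinning. For a different share of mushroom body nuclei, the reporter as a covariate gave 0.34 in Set1KD, which decides nothing because the reporter hardly differed there, so for Set1KD this stays open. In the libraries labelled trrKD, where the reporter differed, the median with the covariate was 0.19, above the 0.115 of the highest of 10000 random lists, which argues against the part of that share which the reporter measures. Another copy number of the chromosome in the fly stocks stays open. The interquartile range of 0.35 on chromosome 4 in Set1KD decides nothing, because it was not set against genes of equal expression and RNA counts hold no copy number. The ribosomal share and the depth of Set1KD also coincide with the group. As a hypothesis, lowered Set1 may raise RNA of chromosome 4. The direction in the libraries labelled trrKD is drawn from libraries whose target RNA goes against the label. The mushroom body list includes ey and toy, which lie on this chromosome.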
